A study of Danio rerio with 50 samples. Its data were reported in "Gum Arabic modulates the microbiota-gut-brain axis and affects general fitness in zebrafish" (2025).

How the data were processed

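The study fed adult zebrafish of the wild-type AB strain a standard diet (Control) or the same diet with Gum Arabic (GA), a plant gum used as a dietary fibre, and sequenced part of the bacterial 16S rRNA gene from the gut of single fish. A 6% GA and a 60% GA diet were tested in separate experiments, each with its own Controls and with females and males. The deposited count table holds raw read counts per operational taxonomic unit (OTU, here a denoised sequence variant) and fish. Per the methods of the study, the authors trimmed reads, took off adapters, denoised with DADA2 in QIIME2, and named OTUs with a classifier trained on the SILVA database; the authors' counts had not been normalised. A first set of libraries was sequenced in a run of its own with shorter reads. In the deposited sample sheet the dose is given in percent of the diet by the authors.

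Groups were taken from the labels of the samples (experiment, diet and sex). The table had 50 columns of fish, of which 49 were used. 1 column, named for the 6% experiment, was not used because its name matched no label of that experiment. The deposited sample sheet does place this column in a block of the 6% experiment. 1 female was in no group because its treatment label (60% GA) conflicted with its other labels, and only its values are given. The 12 Controls compared in the 6% experiment are thus fewer than the study states, and no alternative adds either of these, because groups followed the labels. The comparisons used 48 fish. 1 male Control of the 60% experiment could not be tied to 1 of a pair of samples with nearly the same name and was used as a replicate of its group without a number; the planned test of whether this pair was a single library, and the planned moves of its members to the 6% experiment, were not run. The sample sheet was checked against the labels for the unassigned female and 47 of the fish compared, the exception being the male Control without a number. It gave the same sex and block for these 48 fish and the same dose for all but the unassigned female.

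Relative abundance was the percentage of all reads of a fish. Observed OTUs and the Shannon index (natural logarithm) were computed at 6760 reads per fish, the smallest library, as the expected number of OTUs and as the mean of 100 random draws. Libraries held from 6760 to 83727 reads. Exact (Clopper-Pearson) 95% confidence intervals of a Cetobacterium share were at most 0.943 percentage points wide; intervals and detection limits (3 counts of the total) cover counting error only, since PCR reads are not independent molecules.

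All tests were two-sided. Relative abundances were compared between GA and Control by the difference in means. Within a sex an exact permutation test over all splits was used; over both sexes diet was shuffled within sex 100000 times. Benjamini-Hochberg (BH) adjustment covered the 6 tests of both sexes and, separately, the 12 tests within a sex, with a threshold of 0.05. Fusobacteria and Cetobacterium were nearly the same measure (99.99% of Fusobacteria reads) but entered as separate tests, which can lower an adjusted p. Alpha diversity was compared with a Kruskal-Wallis statistic over 8 groups by permutation and then by the difference in mean rank (Dunn's statistic) with exact permutation within a sex, adjusted over the 4 contrasts of an index. Interactions were tested by permuting residuals. Beta diversity was tested by PERMANOVA (diet and sex, marginal tests, 99999 permutations) with the threshold on the unadjusted p as in the study, on Jaccard and Bray-Curtis distances averaged over 100 rarefactions, because a tree of sequences was not used here, and dispersion by distances to the spatial median. Reads were summed to genus and tested with edgeR's quasi-likelihood test (TMM factors, genera with at least 10 reads in at least 5 fish of the experiment, BH). The threshold for alpha diversity was 0.05 and not the stricter one of the study, which 5 fish against 5 can reach after adjustment only if all 4 contrasts of an index lie under it. Genera were named by a rule: Cetobacterium always, and up to 5 genera per experiment with the smallest adjusted p under 0.05 and the same sign in both sexes; the most abundant OTU of Cetobacterium and of Proteobacteria were also named. These tests, groups and most of the other settings were fixed before the data were examined. Alternatives were the experimental block as a term, other filters, scales, depths, distances, normalisations and tools (DESeq2, limma), and leaving out each fish of the 60% experiment within a sex. The sequencing run as a term (taken from the style of the column names), the removal of 22 genera listed as frequent in extraction reagents, and the number of reads as a covariate were added after the data were seen. A pseudocount of 0.1 percentage points was used for log2 percentages, 0.5 for centred log-ratios and 1 for Aitchison distances.

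The labels name an experimental block shared by a Control tank and a GA tank, which pairs the diets. Diet was given by tank, but every test took the single fish as its unit, with or without the block as a term. Fish of 1 tank were thus counted as independent, and the p-values do not cover differences between tanks. For the Cetobacterium share, block means of Control and GA deviated together in the 6% experiment (r = 0.910 over 5 blocks). They did not in the 60% experiment (r = -0.366 over 4 blocks). For observed OTUs r was 0.303 at 6% and -0.998 at 60%, and for the Shannon index 0.178 and -0.392.

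The permutation test was tested on simulated data. With no effect and 5 fish against 5, the unadjusted p was under 0.05 in 5.50% of 400 simulated tests. With a difference of 2 SD it was under 0.05 in 78.3%. The simulated values were independent and normal, without tanks, and the share that passes after adjustment was not simulated. The edgeR fit was tested on simulated genus counts for the comparison of both sexes. With the spread lowered by a factor of 10 and 9 of 47 genera changed 16-fold, it recovered 99.7% of them in the 6% experiment, and 5.77% of its calls were false. At the spread estimated from the fish it recovered 22.2%, and 32.8% of its calls were false; with no genus changed, 12 of 40 simulated 6% data sets still gave a call. In the 60% experiment (54 genera, 11 changed) it recovered 13.0% with 9.52% false calls, and 2 of 40 data sets with no changed genus gave a call. Counts of genera are therefore given with this limit. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and vegan 2.7.1 were used.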

Results

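The gut bacteria of 48 zebrafish were compared. The 6% experiment had 12 Control fish (6 females and 6 males) and 16 GA fish (10 females and 6 males). The 60% experiment had 10 Control and 10 GA fish, with 5 of each sex on each diet. The dose was confounded with the experiment, its fish generation and its tanks. The table held 2443 OTUs, of which 2395 had reads in the fish compared and 1698 occurred in 1 fish only. Libraries ranged from 6760 to 69847 reads in 6% Control, from 25048 to 83727 in 6% GA, from 10960 to 74827 in 60% Control and from 23065 to 80967 in 60% GA. Proteobacteria and Fusobacteria together held 90.0% of reads on average, and nearly all Fusobacteria reads belonged to the genus Cetobacterium.

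The number of reads itself differed between diets. In the 6% experiment Control fish had 34882 ± 17758 reads (SD, n = 12) and GA fish 55899 ± 16974 (SD, n = 16, adjusted permutation p = 0.0114). Among females of the 60% experiment the means were 41704 ± 14140 in Control and 66488 ± 10833 in GA (SD, n = 5 each, adjusted exact permutation p = 0.0410). Males of the 60% experiment had 54161 ± 27460 reads in Control and 47111 ± 17633 in GA (SD, n = 5 each, adjusted exact permutation p = 0.627). Within the groups of diet, sex and experiment, the Cetobacterium share rose with the number of reads (48 fish, Pearson r = 0.817, Spearman rho = 0.839, each with permutation p = 1e-05, the smallest the permutations can give, BH-adjusted p = 4.5e-05 and 2.57e-05 over 18 relations). Without the 2 fish farthest from the median number of reads, r was 0.813. The relation held in the 6% experiment (r = 0.820, 28 fish) and in the 60% experiment (r = 0.816, 20 fish).

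**Figure D1:**
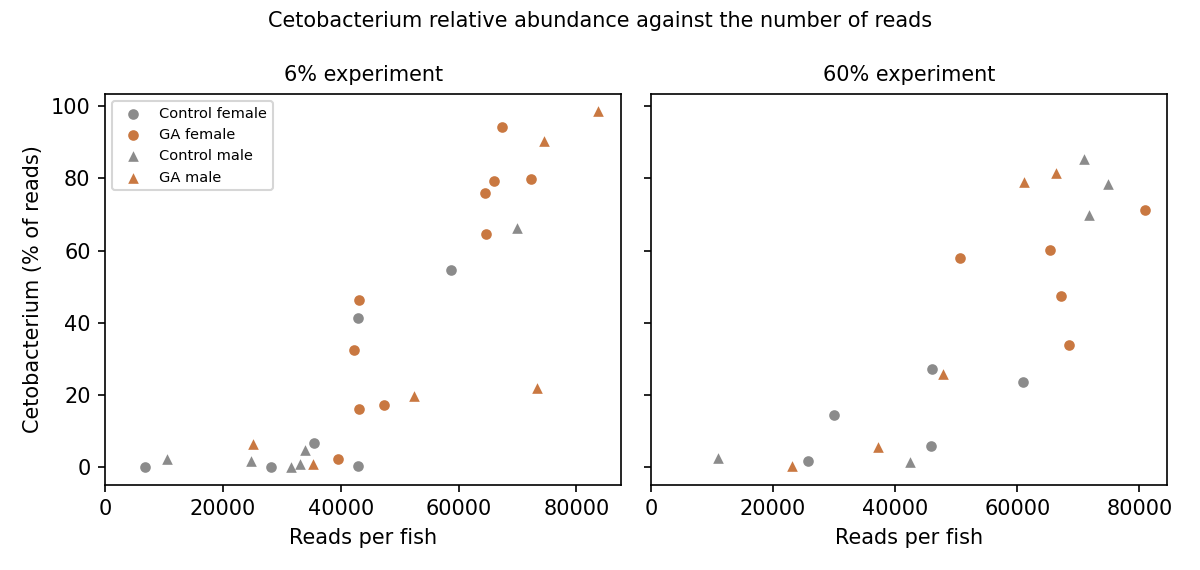
Cetobacterium relative abundance (% of reads, y axis) against the number of reads of each fish (x axis), by experiment. Each point is 1 fish, coloured by diet and shaped by sex, and shares rose with the number of reads in both experiments (within-group r = 0.820 and 0.816).

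The first question was whether GA changed the main bacterial groups. In the 6% experiment Proteobacteria held 74.6% ± 19.5 of reads in Control (SD, n = 12) and 46.9% ± 30.8 in GA (SD, n = 16). The sex-adjusted difference was -27.4 percentage points (permutation p = 0.0156, adjusted p = 0.0393). Cetobacterium held 14.9% ± 24.3 in Control and 46.7% ± 35.8 in GA, a difference of 30.8 points (permutation p = 0.0197, adjusted p = 0.0393), and Fusobacteria gave the same values. The alternative that moved this result most, in percentage points, was the number of reads as a covariate, with which the Cetobacterium difference was -0.139 points (adjusted p = 0.985) and the Proteobacteria difference -3.81 points. In the 60% experiment Proteobacteria held 54.2% ± 25.1 in Control and 43.3% ± 25.8 in GA (SD, n = 10 each, adjusted permutation p = 0.339), and Cetobacterium 31.0% ± 33.8 and 46.3% ± 29.1 (adjusted permutation p = 0.339). Neither difference passed the threshold, which does not show that there was none.

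10 libraries of the 6% experiment carried another style of column name and were treated as a possible sequencing batch. Among them the Cetobacterium difference was 6.17 points (5 Control and 5 GA fish, exact permutation p = 0.562), and among the other 18 fish of the experiment it was 39.0 points (7 Control and 11 GA, exact permutation p = 0.0350). With this set as a term the difference over all 28 fish was 27.1 points (adjusted permutation p = 0.0534).

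The sexes were then compared apart. In 6% females the Cetobacterium share was 17.2% ± 24.4 in Control (SD, n = 6) and 50.9% ± 32.4 in GA (SD, n = 10, exact permutation p = 0.0475, adjusted p = 0.0949). In 6% males it was 12.6% ± 26.3 in Control and 39.7% ± 43.3 in GA (SD, n = 6 each, adjusted exact permutation p = 0.289). The 6% Control means were 1.86% in males without replicate 3 and 9.64% in females without replicate 4. In 60% females it was 14.5% ± 11 in Control and 54.2% ± 14.2 in GA (SD, n = 5 each). Every GA female lay above every Control female (exact permutation p = 0.00794, the smallest for 5 fish against 5, adjusted p = 0.0476). This adjusted p passed only because Fusobacteria, nearly the same measure, was counted as a separate test with the same p. With the replicate block as a term, an exact permutation of single fish within blocks gave p = 0.0417 and an adjusted p of 0.0857. The difference was the same 39.7 points. With the number of reads as a covariate the difference was 29.2 points (adjusted permutation p over all splits = 0.0952). Shuffling diet does not keep its relation with reads, so this p is approximate. In 60% males the share was 47.5% ± 42.0 in Control and 38.4% ± 39.4 in GA (SD, n = 5 each, adjusted exact permutation p = 0.841). For Proteobacteria, 60% females had 69.8% ± 10.7 in Control and 41.3% ± 17.8 in GA (SD, n = 5 each, exact permutation p = 0.0159, adjusted p = 0.0635), and no contrast within a sex passed the threshold.

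**Figure D2:**
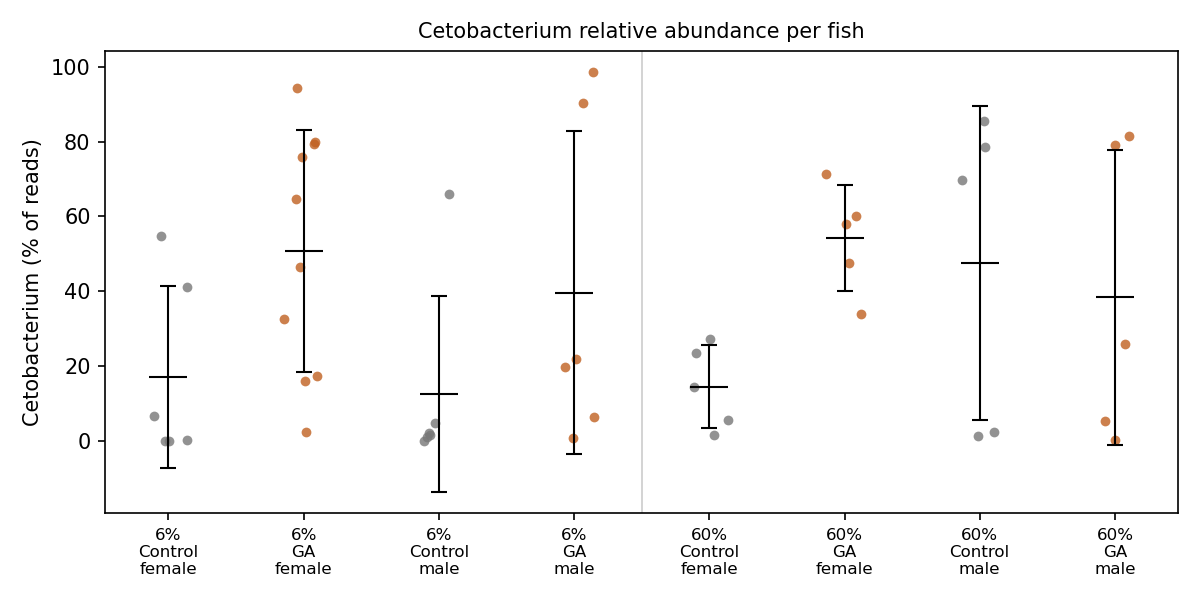
Cetobacterium relative abundance (% of reads, y axis) in the 8 groups of experiment, diet and sex (x axis). Points are single fish, horizontal bars are means and whiskers are 1 SD, and the GA and Control females of the 60% experiment did not overlap.

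The difference between the sexes in the diet effect was tested directly. The female minus male effect on Cetobacterium was 6.62 points in the 6% experiment (adjusted permutation p = 0.854) and 48.8 points in the 60% experiment (permutation p = 0.0920, adjusted p = 0.407). The 60% minus 6% difference in the diet effect was -15.5 points (adjusted permutation p = 0.475). None of the 15 interactions tested for relative abundance and alpha diversity passed the threshold.

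Firmicutes held 2.32% ± 3.60 of reads in 6% Control (SD, n = 12), 0.548% ± 0.746 in 6% GA (SD, n = 16), 6.72% ± 6.97 in 60% Control and 7.23% ± 15.8 in 60% GA (SD, n = 10 each). Without male GA replicate 4 the 60% GA mean was 2.48%, and without male Control replicate 1 the 6% Control mean was 1.54%. Actinobacteria averaged 3.33% ± 9.03 in 6% GA and 1.27% without female GA replicate 3, and from 0.159% to 0.789% in the 3 other groups. Bacteroidetes averaged 0.556% ± 2.15 in 6% GA and 0.0183% without male GA replicate 4, which alone had 8.62%. It averaged from 0.0748% to 0.255% in the 3 other groups, and from 0.0410% to 0.109% once the highest fish of each of these was left out. The most abundant OTU of Cetobacterium averaged 18.6% of reads over the 48 fish, but another was larger in 60% Control (18.6% against 7.61%) and in 60% GA (20.1% against 18.9%). This other OTU averaged 14.2% in 60% Control without male Control replicate 6. In 60% GA it averaged 15.4% without male GA replicate 2, so the order there depended on 1 fish. Over all fish the most abundant OTU of Proteobacteria belonged to Ralstonia, was found in 48 of 48 fish, and averaged 34% ± 30.3 in 6% Control, 10.6% ± 19.2 in 6% GA, 11% ± 12.7 in 60% Control and 10.4% ± 22.1 in 60% GA. Its mean was 4.01% in 60% GA without male GA replicate 5 and 6.86% in 6% GA without male GA replicate 1. An Aeromonas OTU was larger than it in 6% GA (19.5%) and 60% Control (16.6%).

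The next question was whether GA changed α-diversity. Observed OTUs at equal depth differed over the 8 groups (Kruskal-Wallis statistic 17.1, permutation p = 0.00813), and so did the Shannon index (13.3, permutation p = 0.0495). In the 60% experiment observed OTUs were 157 ± 58.6 in Control and 87.8 ± 63.9 in GA (SD, n = 10 each, adjusted permutation p = 0.0475). With the replicate block as a term the adjusted p was 0.0659. In 60% females they were 177 ± 52.1 in Control and 68.4 ± 51.9 in GA (SD, n = 5 each, exact permutation p = 0.0159, adjusted p = 0.0635), and in 60% males 137 ± 63.3 and 107 ± 74.6 (SD, n = 5 each, adjusted exact permutation p = 0.579). In the 6% experiment they were 113 ± 54.4 in Control (SD, n = 12) and 69.8 ± 45.1 in GA (SD, n = 16, adjusted permutation p = 0.0549). The Shannon index was 2.09 ± 0.432 in 6% Control and 1.73 ± 0.664 in 6% GA (adjusted permutation p = 0.104), and 2.57 ± 0.654 in 60% Control and 1.99 ± 0.374 in 60% GA (adjusted permutation p = 0.104). Within groups observed OTUs fell with the number of reads although all fish were compared at the same depth (r = -0.790, rho = -0.777, 48 fish, each with permutation p = 1e-05, BH-adjusted p = 4.5e-05 and 2.57e-05). With the number of reads as a covariate the 60% difference was -46.0 OTUs over both sexes (adjusted permutation p = 0.0294). It was -30.1 in females (adjusted permutation p over all splits = 0.317) and -48.1 in males (adjusted permutation p over all splits = 0.349). The 6% difference was 4.09 OTUs (adjusted permutation p = 0.618). Shuffling diet does not keep its relation with reads, so these p-values are approximate.

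**Figure D3:**
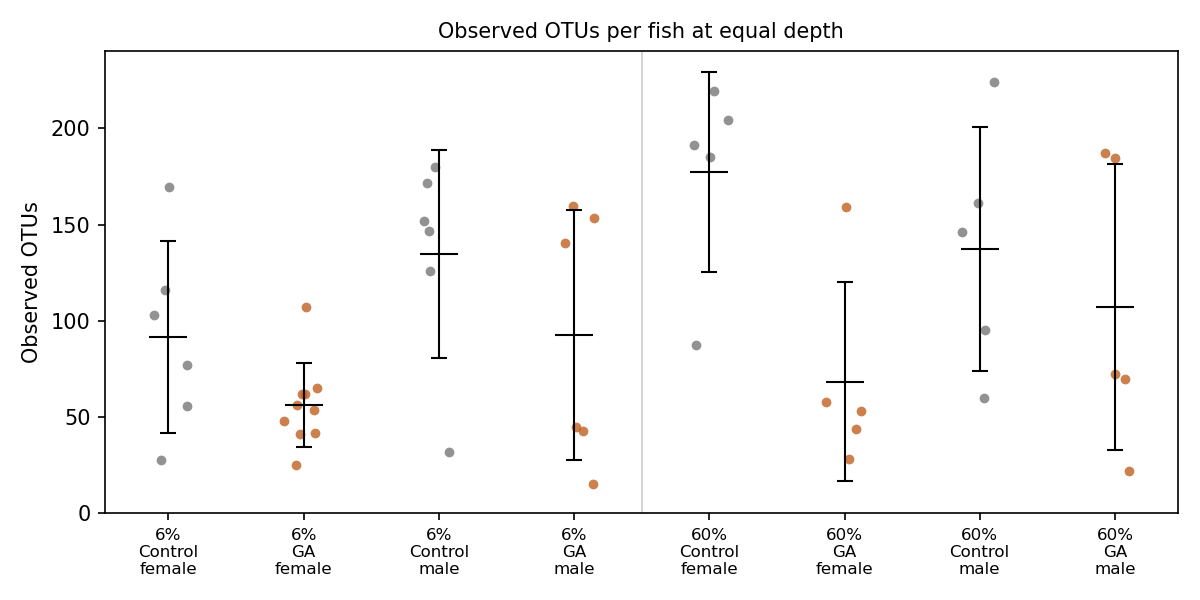
Observed OTUs per fish at 6760 reads (y axis) in the 8 groups of experiment, diet and sex (x axis). Points are single fish, horizontal bars are means and whiskers are 1 SD, and means were lower in GA than in Control in each pair.

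For β-diversity, diet explained 11.1% of Bray-Curtis variation in the 6% experiment (permutational multivariate analysis of variance, F = 3.43, permutation p = 0.0208) and 3.79% in the 60% experiment (F = 0.772, permutation p = 0.593). On Jaccard distances, which use presence only, diet gave F = 1.24 (permutation p = 0.0900) in the 6% experiment and F = 1.47 (permutation p = 0.0223) in the 60% experiment. Sex gave F = 2.59 on Bray-Curtis in the 60% experiment (permutation p = 0.0215) and its unadjusted p did not pass the threshold in the 3 other tests. Adjusted over the 8 tests, the lowest p was 0.0594, so none passed. Dispersion did not differ between GA and Control in the 4 tests (adjusted permutation p = 0.685 in each).

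Genera were then tested with edgeR's quasi-likelihood test. In the 6% experiment 1 of 47 genera passed the threshold over both sexes, Cetobacterium, with a log2 fold change of 5.61 (SE 1.27, adjusted p = 0.00328). With DESeq2 it was 2.68 (adjusted p = 0.233) and with edgeR on library size only 1.61 (adjusted p = 0.304), and neither passed the threshold. With limma on centred log-ratios it was 5.72 (adjusted p = 0.0259) and passed. With the replicate block as a term in edgeR it was 4.88 (adjusted p = 0.0312) and passed too. Its size depended on the scaling, since library size alone gave 1.61. TMM factors computed on the reads of the 47 genera ranged from 0.0138 to 4.80, and 49.5% of the counts were 0. In males Cetobacterium gave 7.70 (SE 1.83, edgeR adjusted p = 0.00596) and in females 4.24 (SE 1.95, edgeR adjusted p = 0.330). The share itself differed by 27.1 points in males and 33.7 in females, so the larger fold change in males is no evidence of a larger effect there. In the 60% experiment 0 of 54 genera passed over both sexes with edgeR and 7 had an unadjusted p under 0.05, while DESeq2 called 1. Cetobacterium gave 1.94 there (SE 1.23, edgeR adjusted p = 0.536). Calls outside the naming rule, listed after their values were seen, were Dyella in 6% females, Sphingomonas in 6% males and Domibacillus in 60% males. Dyella was found in 3 of 6 Control and 0 of 10 GA females, and Sphingomonas in 1 of 6 Control and 2 of 6 GA males. Simulated counts with no changed genus were tested over both sexes only, where the 6% fit still made a call in 12 of 40 data sets.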

Values the study reported

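The study stated 14 Control and 16 GA fish in the 6% experiment and 10 of each in the 60% experiment. It reported a PERMANOVA F of 1.32 for the effect of 6% GA on unweighted UniFrac and of 3.3 on weighted UniFrac. For 60% GA it gave F = 1.42 on unweighted and F = 1.09 on weighted UniFrac. For observed OTUs it stated an adjusted p of 0.003 between 60% GA and Control females.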

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

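The relation with the number of reads was tested here after the outlying values had been seen. In 40 tests of 5 measures in 8 groups, 7 values from 4 fish lay far from the rest of their group; chance would place about 1 in 20 groups there.

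Male Control replicate 3 of the 6% experiment had 66.1% Fusobacteria, all of it Cetobacterium (66.1%), where the other 5 males ranged from 0 to 4.73%. Its Proteobacteria share was 33.7% and it had 31.7 OTUs, against at least 75.7% and 126 OTUs in the others. It had 69847 reads and the others at most 33883. Once the relation with reads fitted on the other fish was removed, it was no longer at either end of its group in any of the 4 measures (gap to the nearest fish over the range, 0), so the number of reads may account for its place. A mislabelled fish was not tested, and it was the only fish of its block in the group.

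Female GA replicate 3 of the 6% experiment had 107 OTUs, where the others reached 65.3. It had 39544 reads and the others at least 42169, and without the relation with reads it was not at the end of its group (gap 0). Female Control replicate 4 of the 60% experiment had 87.4 OTUs, where the others had at least 185, with 60910 reads against at most 46088; its gap fell from 0.740 to 0.423 of the range. Female GA replicate 4 of the 60% experiment had 159 OTUs, where the others reached 57.9, with 50548 reads against at least 65316; its gap fell from 0.774 to 0.360. In each case the number of reads may account for the position. Whether the number of reads reflects the bacterial load of the gut or the preparation of the library stays open, and no biological explanation was tested.

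The female that the labels put in no group had a Cetobacterium share of 74.8%, and 74182 reads. Its treatment label says 60% GA and its other labels point to a Control of the 6% experiment. Its share lay above every Control of the 6% experiment (at most 66.1%, and 54.7% in females), as did its number of reads (at most 69847), and the 2 of 22 Control fish above it were males of the 60% experiment. Its Shannon index of 1.23 lay below all 22 Control fish and below 23 of 26 GA fish. The deposited sample sheet gives it a dose of 0% and the generation of all 28 fish of the 6% experiment, which the 60% fish checked do not share. This argues against its treatment label, but it was kept out of every comparison because groups followed the labels. As a 6% Control it would raise the Control mean of Cetobacterium and narrow the difference from GA.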

How the results depend on the processing

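The sequencing run, the listed reagent genera and the number of reads as a covariate were chosen after the data were seen, as were the alternatives of the interactions. Over all settings 660 results were recomputed. Of these, 550 kept their direction and their side of the threshold or, for counts of genera, stayed within a factor of 1.5. Another 38 kept their direction and lost the threshold, and 9 kept it and gained the threshold. A further 37 counts of genera moved by more than a factor of 1.5. Counts were compared by size only, whichever direction the genera changed in. The other 26 results changed direction, 2 of which also lost the threshold. Differences in mean rank and percentages after rarefaction (relative abundances), no rarefaction (alpha diversity and its interactions), adjustment over 28 pairs of groups (alpha diversity within a sex), sequential tests and unweighted UniFrac on taxonomic ranks (beta diversity) and distances to the centroid (dispersion) changed no call or direction. Except where a value below says otherwise, the cause was not tested.

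With the number of reads as a covariate, 13 of 30 results changed direction, of which 2 (Fusobacteria and Cetobacterium over both sexes at 6%) also lost the threshold, and 3 others lost it with their direction kept. In the 6% experiment the difference became -3.81 points for Proteobacteria and -0.139 for Fusobacteria and for Cetobacterium, 4.09 OTUs and 0.0354 Shannon units. In 6% males it became 2.46 points for Proteobacteria, -5.08 for Fusobacteria and Cetobacterium, 14.1 OTUs and 0.285 Shannon units. In 60% males it became -0.957 points for Proteobacteria, 2.09 for Fusobacteria and 2.12 for Cetobacterium, and in 60% females 29.1 and 29.2 points for Fusobacteria and Cetobacterium and 0.0600 Shannon units.

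With the replicate block as a term, which follows the pairing of tanks, the 60% female differences stayed at 39.6 points for Fusobacteria and 39.7 for Cetobacterium and lost the threshold, since 0.0417 is the smallest p its permutations allow. The 60% difference in observed OTUs was -68.9 and lost it too. The block gave 3 genera over both sexes and 1 in males at 6%, and 0 in 60% males, and changed no other call among the results recomputed with it. With the sequencing run, taken from the style of the column names, as a term, the 6% differences were -24.2 points for Proteobacteria and 27.1 for Fusobacteria and Cetobacterium, no longer past the threshold. Without the male Control that has no number, the 60% difference in OTUs was -61.7 and the Kruskal-Wallis statistic of the Shannon index 12.8, neither past the threshold. That statistic also lost it at 3380 reads per fish (13.1), without OTUs under 10 reads (13.2) and without the listed genera (12.9). Leaving out the listed genera, with alpha diversity at 2722 reads per fish, gave -15.1 points for Proteobacteria and 31.3 for Fusobacteria and Cetobacterium at 6%, which lost the threshold, and -39.5 OTUs and -0.883 Shannon units at 6% and -0.965 Shannon units in 6% females, which passed it. For alpha diversity the effect of the lower depth was not separated from that of the genera. It also turned the difference between doses in the Shannon effect to 0.499.

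On the log2 scale the threshold was passed by Proteobacteria in 60% females (-0.85) and by Fusobacteria and Cetobacterium in 6% females (4.01), and the sex difference in the Proteobacteria effect at 6% turned to 0.31. At 3380 reads per fish the 6% OTU difference was -35.4 and passed. By difference in means, the 6% OTU difference (-38.3) and the 60% Shannon difference (-0.586) passed. With OTUs of a named phylum only, the sex difference in the OTU effect at 6% turned to -4.21. The OTU differences over both sexes kept their direction and their side of the threshold but were smaller. They were -10.7 against -38.3 at 6% and -39.7 against -69.6 at 60%. Of the 2443 OTUs, 1255 had no phylum. For PERMANOVA and the Kruskal-Wallis statistic the threshold was applied to the unadjusted p, and no PERMANOVA test passed it after adjustment. On that basis the sex effect on Bray-Curtis at 60% lost the threshold with weighted UniFrac on taxonomic ranks (F = 1.48), at genus level (F = 1.68) and with Aitchison distance (F = 1.05). Dispersion on Bray-Curtis at 6% turned to 0.0171 within diet by sex groups.

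Counts of genera moved with nearly every setting. For both sexes, females and males, they were 1, 1 and 2 at 6% and 0, 0 and 1 at 60%. With library size only, edgeR gave 3, 1 and 3 at 6% and 0, 1 and 2 at 60%. At 6% the genera over both sexes and in males were then all lower in GA, while those called with TMM factors were all higher. With DESeq2's size factors it gave 0, 0 and 0, and 0, 0 and 2. DESeq2 itself gave 0, 0 and 0, and 1, 2 and 3. limma on centred log-ratios gave 1, 0 and 0, and 0, 0 and 0. Without a filter the counts were 53 (28 higher and 25 lower), 0 and 15, and 0, 0 and 1; with the filter at 10 fish, 1, 0 and 1, and 0, 0 and 0. At OTU level they were 0, 0 and 0, and 1, 0 and 0. With OTUs of a named phylum only they were 1, 1 and 1, and 0, 2 and 3. The edgeR call of Cetobacterium at 6% over both sexes was lost with library size only (log2 fold change 1.61), with DESeq2's size factors (2.68), with DESeq2 (2.68) and with the sequencing run as a term (4.65), and the call in males with the first 3 of these and with limma. In 60% males its log2 fold change turned to -0.31 with library size only.

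Leaving out each fish in turn at 60%, the female differences ranged from 35.4 to 44.7 points for Fusobacteria and for Cetobacterium and passed the threshold in 5 of 10 fits, those without a GA female. Without any 1 of the 5 Control females the exact permutation p was 0.0159, and the adjusted p at most 0.0949. Without any 1 GA female the exact permutation p was 0.00794. In every fit all GA females lay above all Control females, and both p-values are among the smallest that 126 splits can give. The side of the threshold therefore does not show that the result rested on a single Control female. In males Proteobacteria ranged from -2.98 to 14.9 points, Fusobacteria from -20.7 to 0.412, Cetobacterium from -20.7 to 0.445 and OTUs from -50.1 to -8.37, where the difference in mean rank turned without GA male replicate 2. The sign turned for Proteobacteria without GA male replicate 1 or 5, and for Fusobacteria and Cetobacterium without Control male replicate 1 or GA male replicate 5. Counts of genera ranged from 0 to 1 in females (1 without Control female replicate 3) and from 0 to 3 in males (0 without GA male replicate 1, 2 without replicate 5 and 3 without replicate 4). The log2 fold change of Cetobacterium in males ranged from -0.15, without GA male replicate 2, to 1.58. The moves of a pair of similarly named male Controls to the 6% experiment were not run. Leaving out each fish in turn was planned only for contrasts within a sex, so for PERMANOVA and dispersion the male Control that has no number was the only single fish left out. The 95% confidence interval of a Cetobacterium share was at most 0.943 percentage points wide, for counting error only.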

Other observations

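The tests of the sequencing run and of the listed reagent genera were chosen after the result was seen, and the covariate for reads was added after its relation with composition was seen.

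The higher Cetobacterium share of GA fish in the 6% experiment could come with their higher number of reads. Within groups the share rose with reads (r = 0.820), and with reads as a covariate the diet difference was -0.139 percentage points. This is consistent with read number accounting for the difference, but diet and reads cannot be told apart here: if GA raised the amount of Cetobacterium and thereby the bacterial template, both would rise together, and the covariate would remove a real effect. With the sequencing run as a term the difference was 27.1 points (permutation p = 0.0267, adjusted p = 0.0534). Among the 18 fish of 1 set of libraries it was 39.0 points (exact permutation p = 0.0350), and among the 10 of the other set 6.17 points (exact permutation p = 0.562). A difference within 1 set argues against the run as the whole cause, and a part of it stays open. Without the listed reagent genera the difference was 31.3 points (permutation p = 0.0172, adjusted p = 0.0515) against 30.8 with them, so it did not shrink, which argues against reads of these genera as the whole cause. Its adjusted p rose because the Proteobacteria difference, adjusted together with it, shrank to -15.1 points.

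Ralstonia, a genus often listed among bacteria found in extraction reagents, ranged from 0.0735% to 72.8% of reads. Its share rose within groups with that of the other listed genera (r = 0.643), but every share outside Cetobacterium rises when Cetobacterium falls, so this decides nothing. Counted among reads outside Cetobacterium only, the relation was r = 0.561 (rho = 0.686, adjusted permutation p = 0.00012 and 4e-05, 48 fish), and the Ralstonia share fell with the number of reads (r = -0.595, rho = -0.500, adjusted permutation p = 0.00016 and 0.00125). In the 60% experiment alone the first relation rested on 2 fish (r = 0.522, and 0.244 without them), and the second weakened (r = -0.693, and -0.476 without them). A candidate explanation is reagent DNA in samples with little bacterial template. Blank extractions were not analysed here, and bacteria taken in with water or food remain open.

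Other splits of the fish, with diet shuffled within sex, were run for the edgeR counts. Of 100 splits including the real one, 40 gave at least as many genera as the 1 in the 6% experiment over both sexes, 24 as the 1 in females and 22 as the 2 in males. In the 60% experiment 39 gave at least the 1 genus of males. These 4 counts were no larger than such splits often gave. For both sexes and females of the 60% experiment the count was 0, which all 100 splits reach by construction, so those tests show nothing.

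The adjusted p for observed OTUs between 60% GA and Control females was 0.0635. The value quoted from the study above lies below 0.00794, the smallest p that the exact permutation test of 5 fish against 5 can give, so the choice of test alone keeps these values apart.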
